A study of Danio rerio with 12 samples. Its data were reported in "A Conserved MicroRNA Regulatory Circuit Is Differentially Controlled during Limb/Appendage Regeneration" (2016).

How the data were processed

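Caudal fins of adult zebrafish of the Ekkwill line were amputated, and tissue was profiled at 0 days post-amputation (dpa) and in the regenerate at 4 dpa. Small RNA libraries and strand-specific polyA+ mRNA libraries were made from total RNA, with 3 libraries for each kind and day, 12 in all. Samples were assigned to days from their labels. The small RNA and mRNA libraries were never fitted together.

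For the small RNAs, the authors clipped adapters, collapsed reads into tags, annotated the tags against known miRNAs and the Zv9 assembly, and counted them. The deposited small RNA table is on a log2 scale with 148 miRNAs and is named as log CPM, that is, log counts scaled to library size. Its values were instead log2(tag count + 1) with no scaling: 2 to the power of the value, minus 1, was a whole number in 100% of cells, with a largest deviation of 0.0022. The design had assumed log2 CPM, and the scaling written for it was applied to these values as they stand. The table covers 148 miRNAs and its totals are not the depth of the whole libraries. The rows of miR-200b-3p and miR-200c-3p hold identical values, as do those of miR-141-3p and miR-200a-3p, so 146 of the 148 rows are distinct.

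For the mRNAs, the deposited log2 values of 16951 Ensembl genes were log2(CPM + 1), where the authors had divided by adjusted library sizes. After finding what 1 read was worth in each library, 100% of cells were whole reads. The adjusted library size was 0.908, 0.855 and 0.889 times the read total at 0 dpa and 1.10, 1.08 and 1.09 times at 4 dpa. The authors named edgeR for their count analysis. The aligner and the counting tool were not stated in the sources used here. Gene names matched 13664 of the 16951 identifiers. Many are human-style names shared by several zebrafish copies, so every copy is given with its identifier, and reads shared between near-identical copies may have been split by the counting.

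The log2 values of each table were shifted per library by a trimmed mean of log ratios against the mean library, with 30% of the log ratios and 5% of the mean levels trimmed at each end. They were then fitted with limma (lmFit, and eBayes with a mean-variance trend; limma version 3.58.1, R version 4.3.3), 4 dpa against 0 dpa, without covariates. P-values were adjusted by the Benjamini-Hochberg method over all rows of a table, with a threshold of 0.05. All adjusted p-values given for single miRNAs and genes come from this limma fit. Levels are scaled log2(tag count + 1) for miRNAs and scaled log2(CPM + 1) for genes. Fold-changes of genes with low counts are understated on this scale, and ratios of mean CPM are given beside them where this matters. For miRNAs the shift was applied after 1 was added to the count, which moves fold-changes at low counts upwards. With 0 tags in each library of a day, the mean level was −0.51 at 0 dpa (miR-20b-5p) and 0.51 at 4 dpa (miR-722-2-3p). Rises of miRNAs with few tags can thus be overstated and falls understated. Where all libraries of a group had 3 counts or fewer, the fold was computed against 3 counts and is a lower bound. Such bounds cover counting error only, since the reads carried no molecular identifiers. The share of tags from miR-21 was compared by a two-sided exact permutation test, which cannot give a p below 0.1 with 3 libraries against 3. Other computations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots used Matplotlib 3.10.9.

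Marker lists for cell division, pigment cells, osteoblasts, myeloid cells, epidermis, the miRNA pathway and ribosomal proteins were tested with camera at a preset correlation of 0.01, adjusted over the 7 lists. Lists for skeletal muscle and red blood cells had 3 and 4 genes in the table, under the minimum of 5, and were not tested. The ribosomal list was made by a rule on gene names, less names of ribosomal protein kinases and mitochondrial genes. It holds rps19bp1, which is not a ribosomal protein, and the list was also tested without it, an alternative chosen after seeing the data. The lists, the tests, the groups and most alternatives were fixed before the data were examined. The text names every member of 3 lists taken from the study, which it chose partly on these libraries: 10 miRNAs, its blastema-associated genes, and the candidate targets of miR-21 that it assayed by qRT-PCR, with every zebrafish copy of these. Its other predicted targets were not analysed here as a list. It also names the 5 largest rises and the 5 largest falls among features with an adjusted p under 0.05, a mean level of at least 6 for miRNAs or 5 for genes, a name, and no overlap between the libraries of the days.

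The fits were tested on simulated data built from the real levels, with miR-21 raised as in the real libraries. Of 30 changed miRNAs 30 were recovered, with 1 of 117 unchanged miRNAs called. Scaling the same simulated counts to their total instead called 109 of the 117 unchanged miRNAs. Of 200 changed genes 193 were recovered, with 2 of 16751 unchanged genes called. The simulated changes had a fixed size and a random direction, and all features of a simulation shared a dispersion. In the real libraries 63 miRNAs and 10532 genes were called. The simulations thus do not show how the scaling and the fits perform when so many features change.

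Alternatives were the deposited values without further scaling, median centring, quantile normalization, log2(CPM + 1) for the miRNAs, a minimum mean level of 6 for miRNAs and 1 for genes, no mean-variance trend, a block for the replicate number, each library left out in turn, and an added 2-fold minimum. For the mRNAs log2(CPM + 1) is the deposited scale itself and gave no separate setting. For the small RNAs scaling to the tag total without miR-21 was also tried, and for the lists fry and camera with an estimated correlation. Chosen after seeing the data were limma-voom on the recovered counts, scaling to the total of all tags or all reads, and a pseudocount of 0.1 CPM. The planned quasi-likelihood count test was not run. limma-voom on the recovered counts was run in its place. The planned comparison of genes by miRNA seed matches was not run, because no 3′ UTR sequences were used here. Neighbouring and overlapping genes of miRNAs were taken from an annotation of the GRCz12tu assembly, which differs from Zv9, so no positions are given.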

Results

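To compare the uninjured zebrafish caudal fin with the regenerating fin, small RNAs and polyA+ mRNAs were each sequenced from 3 libraries at 0 dpa and 3 libraries at 4 dpa, a stage at which the fin carries a blastema, the mass of proliferating cells from which the lost part regrows. The small RNA libraries held 597329, 1043151 and 375761 tags over the 148 miRNAs at 0 dpa and 775800, 964368 and 741656 tags at 4 dpa. The mRNA libraries held 20839447, 25223147 and 23069544 reads at 0 dpa and 24557820, 17928712 and 23853467 at 4 dpa. No pair of libraries of a day agreed within sampling noise. The chi-square per degree of freedom was at least 31.5 for small RNAs and at least 13.9 for mRNAs. This only argues against repeat counts of the same library, because separate preparations of one RNA could also exceed sampling noise. Each library was counted as a separate replicate because the study describes triplicates, each made of several fins.

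The first question was how the composition of the small RNA libraries changed. miR-21 took 10.7% ± 1.95 (SD, n = 3) of the tags at 0 dpa and 66.9% ± 3.72 (SD, n = 3) at 4 dpa, a difference of 56.2 percentage points. The single libraries gave 12.7, 10.8 and 8.77% at 0 dpa and 64.1, 71.1 and 65.5% at 4 dpa. The difference was larger than the spread between replicates, and the two-sided exact permutation p was 0.1, the smallest value that 3 libraries against 3 allow. At 0 dpa miR-21 ranked 2 by its mean share, behind miR-462-5p at 16.6% ± 3.36 (SD, n = 3). Without miR-21, 521658, 930394 and 342820 tags remained at 0 dpa, but only 278850, 278605 and 255515 at 4 dpa, so the depth behind the other miRNAs was lower at 4 dpa.

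**Figure D1:**
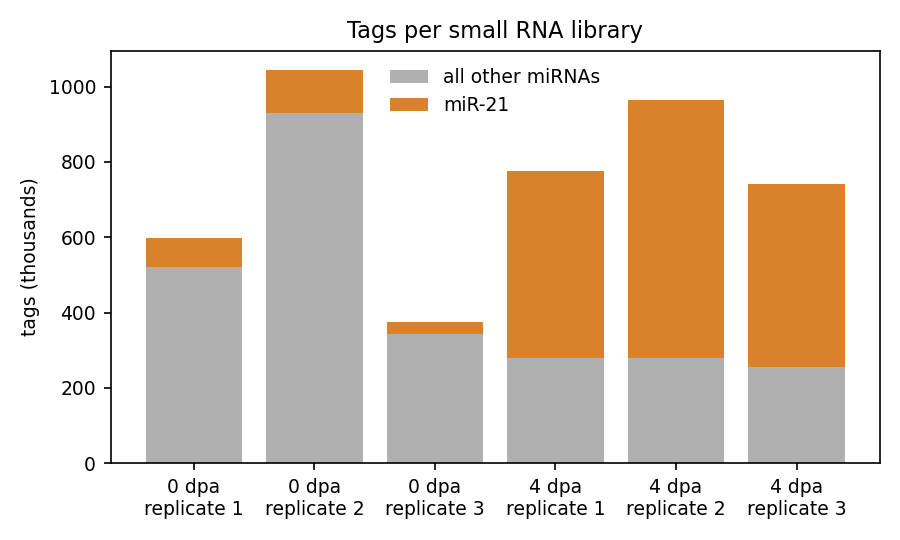
Tags per small RNA library (vertical axis, in units of 1000 tags) for the 3 libraries at 0 dpa and the 3 at 4 dpa, with tags of miR-21 in orange on top of those of all other miRNAs in grey. miR-21 takes 8.77 to 12.7% of the tags at 0 dpa and 64.1 to 71.1% at 4 dpa.

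To find differentially expressed miRNAs, all 148 were tested. In the limma fit 63 had an adjusted p under 0.05, of which 33 were upregulated and 30 downregulated at 4 dpa. At an unadjusted p under 0.05 there were 72. The repeated values were counted under both of their names, and 61 of the 146 distinct rows were called. In 82 of the 148 (55.4%) the scaled levels of the days did not overlap, where chance gives 10%. At low counts this can come from the shift: miR-20b-5p is among them, with 0, 0 and 0 tags at 0 dpa and 2, 1 and 0 at 4 dpa. The split between directions depended on the scaling. With the deposited values unscaled, 3 were upregulated and 46 downregulated, and the median log2 fold-change was −1.09. Scaled to the total of all tags, 8 were upregulated and 104 downregulated, with a median of −1.50, against a median of −0.06 with the trimmed-mean scaling. Fold-changes of miRNAs are thus relative to the bulk of the other miRNAs.

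Of the 10 miRNAs listed by the study, 9 were called when adjusted over all miRNAs, and 9 adjusted over the list alone. As the study chose the list partly on these libraries, neither count is independent evidence. miR-21 rose from a level of 15.49 ± 0.34 (SD, n = 3) to 19.58 ± 0.29 (SD, n = 3), a log2 fold-change of 4.10 (SE 0.22, limma adjusted p = 6.27e-06). miR-181c rose by 2.98 (SE 0.29, limma adjusted p = 0.000156), miR-181b by 2.33 (SE 0.19), miR-31 by 2.15 (SE 0.44) and miR-7b by 1.45 (SE 0.42). miR-7b had 8, 23 and 10 tags at 0 dpa and 31, 14 and 11 at 4 dpa. Its limma adjusted p was 0.0255 and was no longer under 0.05 without 0 dpa replicate 1 (0.0763), without 0 dpa replicate 2 (0.0736) or without 4 dpa replicate 1 (0.0988). Over its alternatives the limma adjusted p ran from 0.00622 to 0.935, the latter with scaling to all tags. miR-31 also depended on the scaling and was not called with the unscaled values (0.133) or with scaling to all tags (0.149), in a range of limma adjusted p from 0.000262 to 0.149. miR-181b was not called with the unscaled values (0.0639), in a range from 3.27e-05 to 0.0639. The log2 fold-change was −2.54 (SE 0.25, limma adjusted p = 0.000165) for miR-204, −2.51 (SE 0.29) for miR-2184, −2.16 (SE 0.28) for miR-338 and −1.31 (SE 0.23) for miR-24. miR-133a was not called, with a limma adjusted p of 0.133. It had 5, 13 and 21 tags at 0 dpa and 1, 2 and 1 at 4 dpa, at least 1.5-fold lower. That bound rests on 0 dpa replicate 3: without this library it was 0.892, which includes no change, and the SD between the 0 dpa libraries was 1.31. In each of the 10 the scaled levels of the days did not overlap.

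**Figure D2:**
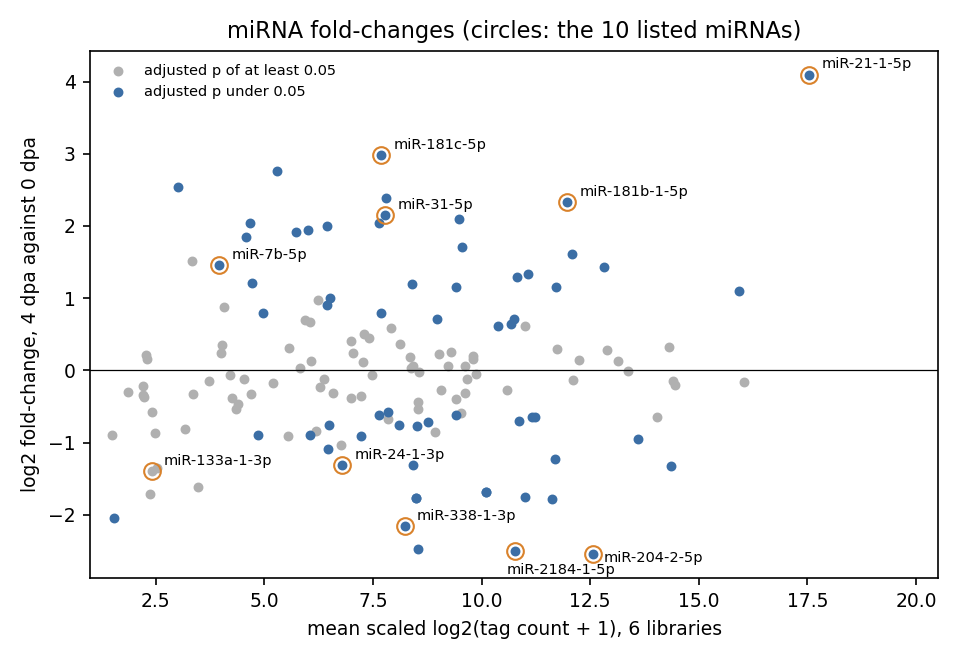
Log2 fold-change of each miRNA at 4 dpa against 0 dpa (vertical axis) by its mean scaled log2(tag count + 1) over the 6 libraries (horizontal axis). Blue points have an adjusted p under 0.05, grey points do not, and orange circles mark the 10 listed miRNAs, of which miR-133a is the one not called.

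The 5 largest rises among miRNAs at the level and separation required for naming were miR-21, miR-181c, miR-15c-5p, miR-181b and miR-31. miR-15c-5p rose by 2.39 (SE 0.22, limma adjusted p = 0.000113), but was not called with the unscaled values (0.0639, in a range of limma adjusted p from 6.16e-05 to 0.0639). The 5 largest falls were miR-204, miR-2184, miR-101b-3p, miR-338 and miR-26b-5p. The log2 fold-change was −2.47 (SE 0.25, limma adjusted p = 0.000174) for miR-101b-3p and −1.78 (SE 0.29, limma adjusted p = 0.00156) for miR-26b-5p.

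For the mRNAs, 10532 of 16951 genes (62.1%) had a limma adjusted p under 0.05, of which 5251 were upregulated and 5281 downregulated at 4 dpa. At an unadjusted p under 0.05 there were 11207. With a fold-change of at least 2 as well, 1836 were upregulated and 1847 downregulated. The libraries of the days did not overlap in 11551 genes (68.1%), where chance gives 10%. Scaled to total reads, without the adjusted library sizes, 7518 were upregulated and 3595 downregulated, and the median log2 fold-change was 0.24. The median SD between replicates was 0.12 at 0 dpa and 0.11 at 4 dpa over the 4305 genes with a mean level of at least 5.

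The 5 largest rises were in enam (ENSDARG00000092730), and1 (ENSDARG00000088514), TNC (ENSDARG00000021948), adam8a (ENSDARG00000001452) and COL10A1 (ENSDARG00000054753). enam had 8, 10 and 12 reads at 0 dpa and 85809, 69181 and 84059 at 4 dpa, a log2 fold-change of 11.14 (SE 0.09, limma adjusted p = 1.59e-10) and a ratio of mean CPM of 6769.9. The gene and1 rose by 9.02 (SE 0.15), with a ratio of mean CPM of 858, TNC by 6.66 (SE 0.15), adam8a by 5.17 (SE 0.11) and COL10A1 by 5.03 (SE 0.14). The ratio of mean CPM was 124 for TNC and 43.0 for adam8a. The 5 largest falls were in prg4a (ENSDARG00000010482), ENSDARG00000055192, HSD17B7 (ENSDARG00000088140), ptgdsb.2 (ENSDARG00000071626) and ptgdsb.1 (ENSDARG00000027088). The log2 fold-change was −7.06 (SE 0.25, limma adjusted p = 5.47e-07) for prg4a, −5.78 (SE 0.26) for ENSDARG00000055192, which has only a clone-based name, −5.49 (SE 0.28) for HSD17B7, −5.43 (SE 0.14) for ptgdsb.2 and −4.35 (SE 0.13) for ptgdsb.1. As ptgdsb.1 and ptgdsb.2 are named as copies of a gene, the division of reads between them is uncertain.

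To examine genes with known roles in the blastema, the study's list was matched by name, which gave 14 genes including both copies where a name was shared. The JUNB identifier matched for junbb is probably another copy, because its ratio of mean CPM, 4.07, differed from the study's value. All 14 were called over all genes, and 14 adjusted over the list alone, with 12 upregulated and 2 downregulated, and in all 14 the libraries of the days did not overlap. As the study chose its genes partly on these libraries, the calls are not independent evidence for the copies it named. FGF20 (ENSDARG00000007356) rose from 0.497 ± 0.268 to 10.7 ± 1.05 CPM (SD, n = 3), a log2 fold-change of 3.00 (SE 0.16, limma adjusted p = 2.67e-06) and a ratio of mean CPM of 21.5. The copy ENSDARG00000086070 had 0, 1 and 2 reads at 0 dpa and 41, 24 and 37 at 4 dpa, at least 9.38-fold higher. MMP14 rose by 3.01 (SE 0.08) in ENSDARG00000008388 and by 1.68 (SE 0.10) in ENSDARG00000002235, and TIMP2 by 2.90 (SE 0.13) in ENSDARG00000075261 and by 1.29 (SE 0.13) in ENSDARG00000061226. JUNB (ENSDARG00000074378) rose by 2.06 (SE 0.24), igf2b (ENSDARG00000033307) by 1.94 (SE 0.14), TTK (ENSDARG00000041361) by 1.72 (SE 0.16), MMP9 (ENSDARG00000042816) by 1.23 (SE 0.12), SMARCA4 (ENSDARG00000077226) by 1.19 (SE 0.11) and HSPD1 (ENSDARG00000056160) by 0.77 (SE 0.15). The log2 fold-change was −1.78 (SE 0.24) for CXCL12 (ENSDARG00000037116) and −1.09 (SE 0.10) for ERBB2 (ENSDARG00000026294).

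The candidate targets of miR-21 that the study assayed by qRT-PCR were matched by name with every zebrafish copy, including copies its text does not name, such as rgs5b. This gave 8 genes, of which 6 were called over all genes and 6 adjusted over the list alone, all 6 downregulated. The study chose its candidates among transcripts that were lower in its data, these libraries included. Their falls are therefore not independent evidence of repression by miR-21. The log2 fold-change was −1.65 (SE 0.10, limma adjusted p = 4.46e-06) for PDCD4 (ENSDARG00000041022), −1.48 (SE 0.22) for bcl2l13 (ENSDARG00000062370), −1.29 (SE 0.19) for CHKA (ENSDARG00000041078), −1.16 (SE 0.10) for TGFBR2 (ENSDARG00000034541), −1.04 (SE 0.17) for RGS5 (ENSDARG00000002644) and −0.88 (SE 0.08) for pdcd4a (ENSDARG00000021702). The copy TGFBR2 (ENSDARG00000059363) went the other way, by 0.50 (SE 0.23, limma adjusted p = 0.0874), as did rgs5b (ENSDARG00000017860), by 0.18 (SE 0.14, limma adjusted p = 0.309). Neither was called. Scaled to total reads, both were called as upregulated, with limma adjusted p of 0.0186 and 0.0391. The ENSDARG00000059363 copy was also called without 0 dpa replicate 2 (0.0300) and without 4 dpa replicate 2 (0.0365). Over the alternatives the limma adjusted p ran from 0.0186 to 0.265 for this copy and from 0.0391 to 0.766 for rgs5b.

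**Figure D3:**
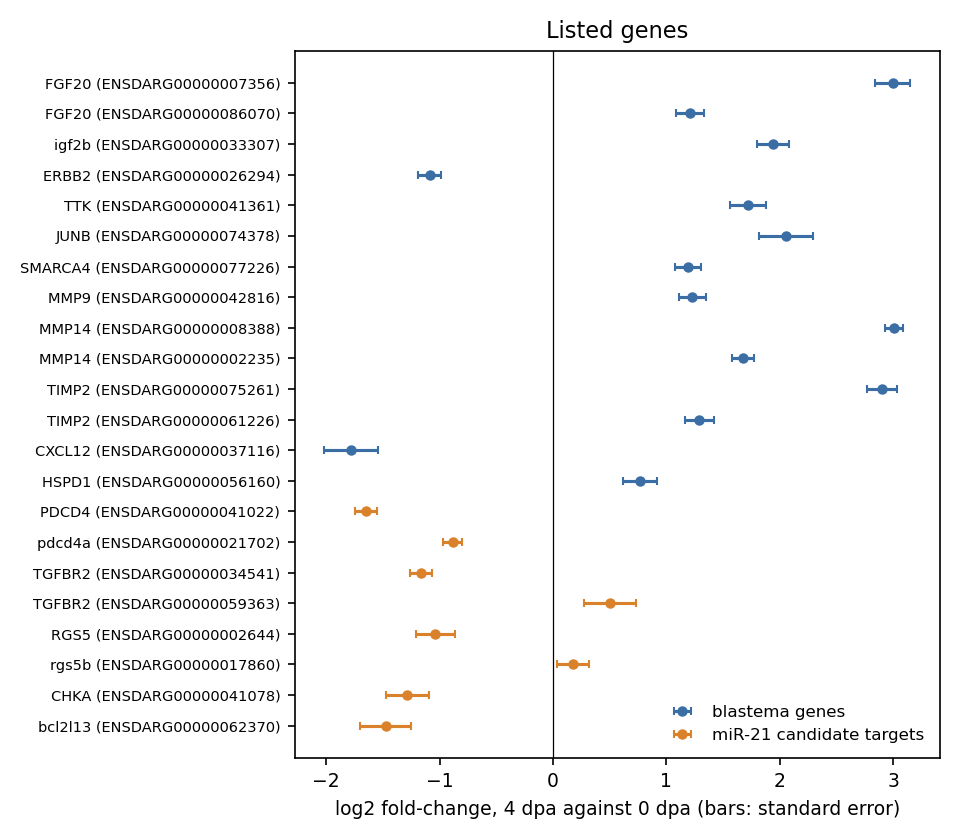
Log2 fold-change at 4 dpa against 0 dpa (horizontal axis) of the 14 blastema genes in blue and the 8 candidate targets of miR-21 in orange, with bars for the standard error. Of the blastema genes 12 lie above 0, and of the candidate targets 6 lie below 0.

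Marker lists were tested to see which cell types and processes moved together. With camera in limma, 5 of the 7 lists were called. Cell division genes were upregulated, with 26 of 26 higher and a median log2 fold-change of 1.67 (limma adjusted p = 4.37e-12). Osteoblast genes were upregulated, with 13 of 14 higher and a median of 2.68 (limma adjusted p = 5.73e-07). The list of ribosomal protein genes, made by name, was downregulated, with 66 of 71 called as lower and a median of −0.64 (limma adjusted p = 7.33e-15). Without rps19bp1, which is not a ribosomal protein, 66 of 70 were called as lower, and the median stayed at −0.64. Epidermis genes had a median of −0.67 with 4 of 15 higher (limma adjusted p = 0.0275), and myeloid genes a median of −0.53 with 5 of 18 higher (limma adjusted p = 0.0395). The 18 myeloid genes matched 12 names, because several copies shared a name. Reads may have been split between such copies, so they may not vary independently. Pigment cell genes (median −0.16) and miRNA pathway genes (median 0.26) were not called, with a limma adjusted p of 0.273 for both. The myeloid list was not called without 0 dpa replicate 3 (0.0790) or without 4 dpa replicate 3 (0.120), and its limma adjusted p ran from 0.00757 to 0.465 over the alternatives. All 5 calls held under fry, which called 7 lists. That test asks whether the genes of a list changed at all, not whether they changed more than other genes. With 62.1% of all genes called, it adds little to the camera calls. None of the 5 calls held with an estimated correlation. The skeletal muscle list, with 3 genes, and the red blood cell list, with 4, had medians of −0.81 and 0.06 and were not tested. Scaled to total reads, each of the 7 lists kept the sign of its median, and the ribosomal median was −0.36.

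**Figure D4:**
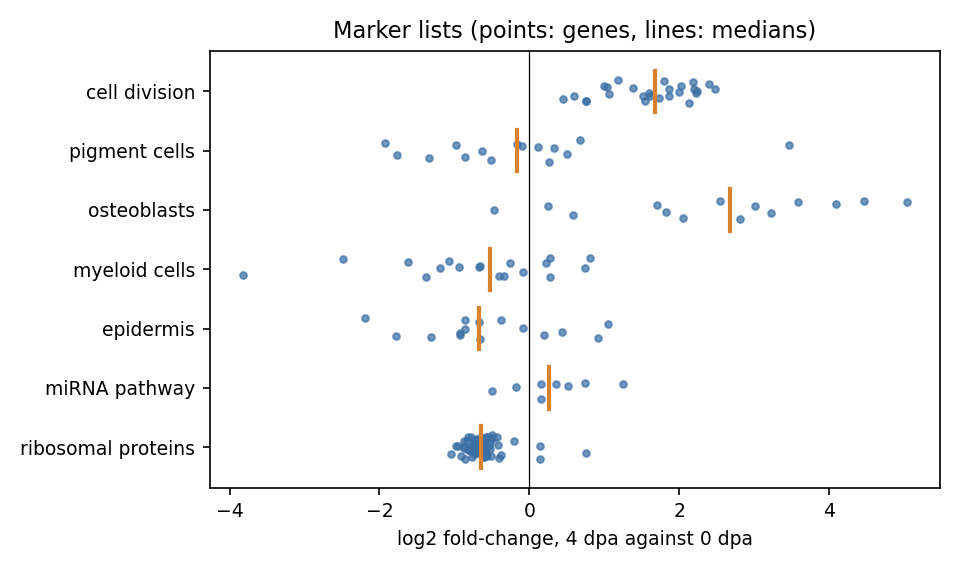
Log2 fold-change at 4 dpa against 0 dpa (horizontal axis) of the genes of the 7 tested lists, with a point for each gene and an orange line at the median of each list. The medians run from −0.67 for epidermis genes to 2.68 for osteoblast genes.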

Values the study reported

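The study reported 221 miRNAs in zebrafish, of which 27 were upregulated and 21 downregulated at 4 dpa. Its log2 fold-changes included 4.05 for miR-21, 2.88 for miR-181c, −2.60 for miR-204 and −1.72 for miR-133a. For blastema-associated genes it gave linear fold-changes of 20.90 for fgf20a, 2.59 for junbb, 3.18 for mmp14a, 2.40 for timp2a and −3.66 for cxcl12a.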

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

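Of 52 named features and lists, 38 kept their direction and their side of the threshold under each alternative that gave them a value, the 2-fold minimum aside, and no named feature or list reversed. Outside the fits that left out a library, 11 values became weaker and 6 stronger. In the fits that left out a library, 5 became weaker and 2 stronger.

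The number of changed miRNAs depended on the scaling. Without further scaling of the deposited values, 3 were higher and 46 lower at 4 dpa, and 33 of the 63 calls were shared. Scaled to the total of all tags, a setting chosen after seeing the data, 112 were changed, 8 higher and 104 lower. Of the 43 calls shared with the trimmed-mean scaling, 5 had the other direction. Leaving miR-21 out of the total gave 32 higher and 30 lower, with 62 of the 63 calls shared. limma-voom on the recovered counts, also chosen later, shared 62 calls. A 2-fold minimum left 41 miRNAs, of which 16 were lower, and 3683 genes, of which 1836 were higher and 1847 lower. This follows from the stricter threshold.

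Across the 6 fits that each left out a small RNA library, 44 to 71 miRNAs were changed, 23 to 37 higher and 19 to 34 lower, with the smallest count, 44, and the 19 lower miRNAs both without 4 dpa replicate 3. These fits have fewer libraries. Across the 6 fits that each left out an mRNA library, 9100 to 10169 genes were changed. Between 8 and 9 listed miRNAs, 14 blastema genes, 6 to 7 candidate targets and 4 to 5 marker lists were called in such fits, and the difference in the share of miR-21 was 54.1 to 57.6 percentage points.

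Scaling genes to total reads, chosen after seeing the data, gave 7518 higher and 3595 lower genes, with 8846 of the 10532 calls shared. Quantile normalization shared 10133 gene calls, of which 3 had the other direction. Camera with an estimated correlation called 0 of the 7 lists, and 2 at an unadjusted p under 0.05. The smallest adjusted p there was 0.132, for the cell division and osteoblast lists, and the cause was not tested.

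Libraries of the same replicate number did not deviate together: the correlations of their deviations were −0.58, 0.34 and −0.06 for small RNAs and 0.16, −0.01 and 0.15 for mRNAs. With the replicate number as a block, 58 miRNAs and 10486 genes were changed, and 5 lists were called. The difference in the share of miR-21, 56.2 percentage points, is the same with the block by construction.

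miR-133a passed the threshold only where the fall of the bulk of miRNAs was left in, with a limma adjusted p of 0.0115 for the unscaled values and 0.00690 with scaling to all tags, and its limma adjusted p ran from 0.00690 to 0.394 over the alternatives. The count test and the seed match comparison that had been planned were not run.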

Other observations

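The tests on the unit of the small RNA values and on miR-27b were chosen only after the result was seen. Scaling without miR-21 was planned beforehand as an alternative, and was taken as a test of the lower level of most miRNAs only after that result was seen.

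For both kinds of library, 1 of the 10 splits of the 6 libraries, the real one, gave as many miRNAs or as many genes with an adjusted p under 0.05. The other 9 splits gave 0 miRNAs and 0 genes, with at most 6 miRNAs and 178 genes at an unadjusted p under 0.05, against 72 and 11207 for the real one. Each of these 9 splits mixes the days within both groups, so a difference between the days widens the spread within groups and lowers the calls there. With 10 splits the share of splits cannot go below 0.1, so this count does not settle the matter.

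The deposited small RNA values differed between libraries of a day. At 0 dpa their means, 8.03, 9.04 and 7.55, followed the order of the tag totals. At 4 dpa the means, 7.35, 7.18 and 7.14, followed the order of the totals without miR-21, and not that of all tags. The deposited values were whole tags in 100% of cells, as unscaled counts under a name that says otherwise would be. Analysed as if scaled, they gave far more falls than rises. Scaled to the total of all tags, most miRNAs were lower at 4 dpa. With miR-21 left out of the total the median log2 fold-change was −0.13, so that fall depends on counting miR-21 in the total. This scaling holds the summed tags of the other miRNAs equal between libraries, so a small median may follow from the scaling itself. Median centring (−0.07) and quantile normalization (−0.04) also gave small medians. Both set the medians of the libraries equal, so these values are nearly fixed by the scaling too. The share taken by miR-21 stays a candidate explanation that none of these values tests. The tables give relative amounts, and whether the total amount of miRNA per cell changed was not tested.

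The small RNA libraries at 0 dpa differed more among themselves than those at 4 dpa. The median ratio of the SDs was 1.44 over 103 miRNAs with a mean level of at least 6. Over the 28 miRNAs with at least 1000 tags in every library it was still 1.37, larger at 0 dpa in 24 of 28, which argues against sampling noise. The median distance from the other libraries of the day was 0.39, 0.16 and 0.37 for the 0 dpa replicates and 0.24, 0.26 and 0.11 for those at 4 dpa. Over 4305 genes in the mRNA libraries the ratio was 1.08. A difference between the animals or in library preparation was not tested and stays open.

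miR-27b had a log2 fold-change of 1.43, and miR-24 and miR-23a each had −1.31. These were singled out after their values were seen. The log2 ratio of miR-27b to miR-24 went from 4.68 ± 0.22 to 7.44 ± 0.18 (SD, n = 3), a change of 20.8 times its counting standard error, which argues against sampling noise at low counts. In the GRCz12tu annotation, the gene of miR-27b lay within 10 kb of a gene of miR-24, but not of miR-23a. Its nearest neighbour was a gene of miR-23b, which rose with miR-27b, by 2.05. Genes of miR-24 and miR-23a, which fell alike, also lay within 10 kb of each other. Over 34 pairs of miRNAs with genes within 10 kb of each other, the median difference in log2 fold-change was 0.75, against 1.00 for permuted pairs (one-sided permutation p = 0.106, 10000 permutations). In 5 pairs both were called in opposite directions. A shared primary transcript cannot be told apart here, because several mature miRNAs have more than 1 gene and their tags do not say which gene they came from.

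For 29 miRNAs that lie inside a protein-coding gene, the fold-change of the miRNA and that of the gene had a Spearman correlation of 0.37 across miRNAs (two-sided permutation p = 0.0471, adjusted p = 0.0628 over 4 correlations) and a Pearson correlation of 0.35 (permutation p = 0.0630, adjusted p = 0.0630). Without 2 miRNAs whose genes lay farthest from the median, the Pearson correlation was 0.48. That choice was not unique, because miR-99, let-7c and miR-125c share the gene with the lowest fold-change, −1.83. The value therefore does not settle how far outlying genes matter. Several miRNAs share a gene and are not independent. Averaged per gene, a form added after the first result was seen, 21 values gave a Spearman correlation of 0.56 (permutation p = 0.00910, adjusted p = 0.0364) and a Pearson correlation of 0.50 (permutation p = 0.0210, adjusted p = 0.0420). Strand was not used. The direction is consistent with shared transcription, but the forms disagree on the threshold and the question stays open.

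In the mRNA libraries the adjusted library sizes were below the read totals at 0 dpa and above them at 4 dpa. The 10 most abundant genes took 17.1% ± 0.0678 (SD, n = 3) of the reads at 0 dpa and 10.9% ± 0.388 (SD, n = 3) at 4 dpa. Leaving the 50 most abundant genes of either day, 67 in all, out of the totals reduced the shift of the median log2 fold-change from 0.26 to 0.16, so these genes cover part of the shift and not most of it. What makes the remainder was not tested.

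The ratio of mean CPM at 4 dpa to that at 0 dpa was 4.07 for JUNB (ENSDARG00000074378). That is higher than the value quoted from the study above for junbb. The ratios of other genes on the list equalled the study's values after rounding. They were 3.84 for igf2b, 3.76 for TTK, 2.28 for SMARCA4, 2.33 for MMP9 and 1.69 for HSPD1. The falls were 2.19-fold for ERBB2 and 3.66-fold for CXCL12, also equal, and FGF20 (ENSDARG00000007356) was close at 21.5. This argues against the JUNB identifier being the copy that the study named junbb. The ratio was 8.04 for MMP14 (ENSDARG00000008388) and 7.73 for TIMP2 (ENSDARG00000075261). Those are higher than the values quoted above for mmp14a and timp2a, while the other copy of each was close to them.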
